# Characterization of a recently evolved flavonol-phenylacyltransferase gene provides signatures of natural light selection in Brassicaceae

**DOI:** 10.1038/ncomms12399

**Published:** 2016-08-22

**Authors:** Takayuki Tohge, Regina Wendenburg, Hirofumi Ishihara, Ryo Nakabayashi, Mutsumi Watanabe, Ronan Sulpice, Rainer Hoefgen, Hiromitsu Takayama, Kazuki Saito, Mark Stitt, Alisdair R. Fernie

## Abstract

Incidence of natural light stress renders it important to enhance our understanding of the mechanisms by which plants protect themselves from harmful effects of UV-B irradiation, as this is critical for fitness of land plant species. Here we describe natural variation of a class of phenylacylated-flavonols (saiginols), which accumulate to high levels in floral tissues of *Arabidopsis*. They were identified in a subset of accessions, especially those deriving from latitudes between 16° and 43° North. Investigation of introgression line populations using metabolic and transcript profiling, combined with genomic sequence analysis, allowed the identification of flavonol-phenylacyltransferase 2 (*FPT2*) that is responsible for the production of saiginols and conferring greater UV light tolerance *in planta*. Furthermore, analysis of polymorphism within the *FPT* duplicated region provides an evolutionary framework of the natural history of this locus in the Brassicaceae.

## Abstract (web summary)

Protection from UV-B is critical for land plant survival. Here Tohge *et al.* show that saiginols, a novel class of flavonols that efficiently absorb UV-B, accumulate in *Arabidopsis* accessions collected from high irradiance regions and identify a flavonol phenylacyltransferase gene required for saiginol production.

The dependency of plants on sunlight inevitably brings them into exposure to ultraviolet (UV) light, including that in the wavelength range 280–320 nm (UV-B)^1^,^2^. This wavelength range is potentially damaging to DNA, RNA and proteins, and furthermore leads to increased production of free radicals that can activate transposons and cause further mutations^3^,^4^. Thus, although only 0.5% of energy reaching the earth is in this wavelength range^5^, the risk of UV-B damage is profound. For this reason plants have been under considerable natural selective pressure to generate elegant mechanisms to both sense and to respond to the presence UV-B irradiation^1^,^2^,^6^,^7^. The zonal average UV irradiance (flux UV, *F*_UV_) reaching the Earth's surface has continuously increased since 1979 at all latitudes except the equatorial zone^8^ even though the total area of the ozone hole has slightly decreased since 2006, most likely due to efforts restricting usage of chlorofluorocarbons. In addition to its potential impact on natural plant populations, this could greatly impair crop yields since the detrimental effects described above combine to considerably constrain plant seed yields and growth rates. Our understanding of the response to UV-B in land plants has been greatly enhanced by the study of the UV-B resistance 8 (UVR8) UV-B photoreceptor and the downstream cascades under its control^9^. One aspect of the downstream response is the production of additional antioxidant sunscreens including various phenylpropanoids like flavonoids and hydroxycinnamates, and other antioxidants such as ascorbate^1^. The reprogramming of these pathways after exposure to UV-B has been demonstrated to involve independent metabolic responses, and indicates that in *Arabidopsis* seedlings the role of flavonoids is probably of greater quantitative importance than that of hydroxycinnamates, despite the fact that hydroxycinnamates display better absorption of light quanta in the UV-B wavelength range^2^.

Flavonoids and hydoxycinnamates are phenylpropanoids, an important class of plant secondary metabolites that exhibits a range of diverse functions, including roles in protection against biotic and abiotic stresses and developmental processes^10^,^11^,^12^. They are synthesized from phenylalanine via a core pathway that is conserved among land plants, and additional side pathways that start from various intermediates of this core pathway^10^. Whilst some of these, such as the hydroxycinnamate biosynthetic pathways of angiosperms evolved early and are consequently widespread in major plant lineages, others such as the polyphenolic tannins, phenylamines and coumarin derivatives represent relatively recent adaptations and as such are more phylogenetically restricted in their occurrence^10^. Whilst natural variance screening has been carried out in many plant species including *Arabidopsis* with regard to the accumulation of specific primary and secondary metabolites^13^,^14^,^15^,^16^,^17^ relatively few studies have focused on phenylpropanoid metabolism^18^. Given that considerable evidence has accumulated concerning the UV-B protective function of various phenylpropanoids during the processes of flower development, pollination and seed production^19^, we therefore assayed their levels in flowers in a set of 64 *Arabidopsis* ecotypes demonstrated to provide good coverage of the overall natural variability of the species^20^. Here we studied the natural variation of floral secondary metabolites among *Arabidopsis* accessions, characterizing a novel class of phenylacylated-flavonols (saiginols) and a flavonol-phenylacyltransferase 2 (*FPT2*) gene corresponding to altered *in planta* UV-B light tolerance. Furthermore, genomic sequence and gene syntenic analysis of the *FPT* gene duplication region across Brassicaceae species allowed us to develop a picture of the evolutionary framework of the natural history of this locus with respect to natural light selection.

## Results

### *Arabidopsis* accession-specific phenylacylated-flavonols

Application of a previously described liquid chromatography/mass spectrometry (LC/MS) protocol^21^, resulted in secondary metabolite profiles for flowers in a set of 64 *Arabidopsis* accessions and in the detection of a total of 68 peaks consisting of 16 glucosinolates, 3 hydroxycinnamates, 24 flavonoids, 7 putative phenolamides and 18 peaks of unknown chemical structure (Fig. 1a and Supplementary Data 1). Whilst there was considerable difference in the abundance of the peaks corresponding to chemicals of known chemical structure, most striking was the pattern for 18 peaks of unknown chemical structure, which were only present in a subset of the accessions (Supplementary Fig. 1). The abundance of these unknown peaks was highly correlated among unknown peaks (*r*^*2*^=0.6630–0.9997 Pearson's correlation co-efficient, Supplementary Fig. 2), but not with other secondary metabolites such as flavonol glycosides, glucosinolates and hydroxycinnamates with exception of a negative correlation between sinapoyl-glucose (*r*^*2*^=−0.6236 to −0.7117). Among the 64 *Arabidopsis* accessions, 31 accumulated considerable amounts of these compounds whilst 33, including the common laboratory ecotype Col-0, lacked these peaks (Supplementary Fig. 1). MS/MS fragmentation studies suggested that these unknown peaks are novel flavonol derivatives (Supplementary Data 1).

To characterize the chemical structure of these peaks, we re-grew large amounts of the C24 accession (which accumulates these compounds) and purified the corresponding compounds from extractions of ∼30 g FW (fresh weight) of entire flower samples. Following this procedure, we were able to isolate almost 3.5 mg of the major peak, which was then subjected to a suite of analytical chemical procedures, including one- and two-dimensional nuclear magnetic resonance spectroscopy, high-resolution electrospray ionization Orbitrap (ESI-Orbitrap)-MS (in both positive and negative modes) and UV–visible (VIS) spectroscopy (Supplementary Note 1). The combined results of these studies allowed us to identify the compound, which we termed saiginol A, as a novel phenylacylated-flavonol glycoside (flavonol-3-*O*-(2″-*O*-rhamnosyl-6″-*O*-sinapoyl)glucoside-7-*O*-rhamnoside)(Fig. 1b) and to demonstrate that it displayed superior UV-B absorbent properties to phenylpropanoids that contain the flavan ring and one additional phenolic ring structure. On the basis of the core chemical structure and decoration pattern of saiginol A, their retention times and the MS/MS experiments described above we were able to impute the chemical structure (Supplementary Fig. 3) and thus putative biosynthetic paths for the other unknown peaks, which we subsequently collectively refer to as saiginols (Fig. 1c). These peaks, we named as saiginols B-R, are putatively characterized by the presence or absence of three possible aglycones (kaempferol, quercetin and isorhamnetin) and by having one of three types of phenylacylation (sinapoyl, caffeoyl and *p*-coumaroyl moieties) based on annotation by fragmentation of MS/MS and elution time profile (Supplementary Data 1). Evaluation of SciFinder and the *Handbook of Natural Flavonoids* edited by Harborne and Baxter^22^ reveals that the presence of phenylacylated-flavonols is not without precedence with, in addition to the example given above, a total of 29 putative flavonol-phenylacylglycosides being documented in Brassica vegetables^23^. However the Brassica flavonol-phenylacylglycosides found and annotated to date are 2″- or 4″-*O*-phenylacylated-flavonols. Thus, the position to which the phenylacyl and sugar moieties is attached to the saiginols is structurally distinct from all phenylacylated-flavonols reported to date.

Having elucidated the structure of these compounds, we next evaluated their differential accumulation in various tissues. Saiginols were predominantly present in floral tissues but also to a lesser extent in the stem, silique, rosette leaf and the cauline leaf but are essentially, or even totally, absent in senescent leaf and the root (Fig. 1d and Supplementary Fig. 4). Further detailed spatial analysis of flavonol profiles revealed that saiginols predominantly accumulate in the floral petal and to a lesser extent in the stamen and pistil, but are absent in pollen.

### *FPT2* is a key gene for saiginol production

To identify the genes encoding the protein(s) responsible for the synthesis of these saiginols, we next re-grew previously generated reciprocal introgression lines (near-isogenic line population, NIL) harbouring chromosome segmental substitutions of Col-0 (saiginol non-producer) in C24 (saiginol producer), or substitutions of C24 in Col-0 (ref. 24) and assessed the presence or absence of the saiginols by LC/MS (Fig. 2a). Intriguingly, we found a single loss-of-function line in the C24 population, which showed the overlapping genome region as four gain-of-function lines in the Col-0 population (Fig. 2b and Supplementary Data 2). Given that this genomic region harbours a total of 829 genes (Fig. 2b; At2g22230–At2g31610), we next performed transcript profiling to compare gene expression in the gain-of-function donor line (C24; as well as the producer accessions Cvi-0, Da-0, Rsch-0 and RLD-1) and its recurrent parent (Col-0; as well as the non-producer accessions L*er*-0, Ws-0, Sap-0 and Stw-0; Fig. 2c). 

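Floral RNA of 5 saiginol-producing accessions (C24, Cvi, Da, Rsch and RLD) and 5 non-producing accessions (Col-0, Ler, Ws, Sap and Stw) was hybridized to 12 ATH1 arrays, with 2 arrays each for Col-0 and C24 and 1 for every other accession. The paper calls the arrays of Col-0 and C24 duplicate hybridizations, and whether they hold RNA of different plants is not said in its text. The deposited values are linear signal intensities, as the authors scaled them, and on each array their mean, without the highest and lowest 2%, is 100.0. Array medians lay between 46 and 51.1. The 15 bacterial control probe sets reached at most 9.6, a level that 3130 of the probe sets tested (23.3%) did not exceed on average. Signals were taken as log2(signal + 1) and compared with limma over the 13436 probe sets that are named for 1 locus, which cover 13286 loci. The 8730 probe sets that the gene table used here leaves without a name, controls apart, and the 503 with several genes were not compared by gene. For producers against non-producers, the arrays of Col-0 and of C24 were averaged first, so that each of the 5 accessions per group counted once. C24 and Col-0 were also compared directly, 2 arrays against 2. If the arrays of an accession hold the same RNA, the p of this comparison reflects only the spread between hybridizations. The array titled Sap carries the ecotype RLD in its label and the array titled Stw carries Sap-0. The titles were used.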

Expression levels were generally very similar between the genotypes although a number of genes were significantly different between producing and non-producing accessions including several transposable elements (which comprise 9 of the top 50 most variable genes; Supplementary Table 1). However, when the 829 genes that localized to the chromosomal segment substitution were inspected, only two genes were markedly altered between producing and non-producing accessions. These were annotated in TAIR10 as a serine carboxypeptidase protein like 12 (*SCPL12*, At2g22920) and a pseudo*SCPL* gene (*pSCPL*, At2g22960). 

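Flowers of the 10 accessions had closely similar transcript profiles. The median Pearson correlation of log2 signals across genes was 0.939 over 36 pairs of arrays from a producer and a non-producer, 0.941 over 28 pairs of different accessions within a group, and 0.936 and 0.956 for the duplicate arrays of C24 and Col-0. Between a producer and a non-producer, a median of 84.8% of the probe sets lay within 2-fold, against 83.7% and 88.5% for the duplicates. The second C24 array correlated less with each array of another accession than the first C24 array did, so the C24 duplicates are a loose yardstick. Genes are not independent replicates, so these correlations carry no p. Among the 50 most variable probe sets was that of AOP3, a dioxygenase of aliphatic glucosinolate synthesis, with a signal of 190.6 in Ler, 91.2 in Stw and at most 6.9 in the other accessions. ECS1 ranged from 9.6 in RLD to 2145 in Ws, and QQS reached 1249.8 in Cvi.
Between producers and non-producers, 0 of 13436 probe sets passed an adjusted p of 0.05 in limma, with a smallest adjusted p of 0.0764, while 849 had an unadjusted p under 0.05, of which 312 were higher and 537 lower in producers. Which direction is the more frequent depends on the scaling, with 420 higher and 396 lower after quantile normalization and 534 and 323 after median centring, and without Sap and Stw it was 328 and 346. With a larger pseudocount of 16, FPT2 (adjusted p = 0.0198) and AT1G50570 (adjusted p = 0.0147) passed, the latter named after its values were seen. Over the alternatives the adjusted p ranged from 5.2e-04 to 0.467 for FPT2 and from 0.00702 to 0.513 for AT1G50570. In 164 probe sets the 2 groups did not overlap, 62 higher and 102 lower in producers (113 and 65 after median centring), where chance gives 0.794%, or 107 probe sets. UGT72E3, a glucosyltransferase of monolignols, had a mean signal of 37.6 in producers and 5.90 in non-producers (log2 difference 2.86, standard error 0.50, adjusted p = 0.297 from limma). In Ler, Sap, Stw and Ws it lay at 1.9, 9.3, 2.2 and 1.5, no higher than the bacterial controls, and the difference fell to 1.30 with a pseudocount of 16 and to 0.53 with 64. AT3G43510 had 32.9 in producers and 72.9 in non-producers (log2 difference -1.17, adjusted p = 0.507). Of 23 gene lists set before the data were examined, 10 had at least 3 measured members, and 0 passed camera, limma's test of gene sets, between producers and non-producers (smallest adjusted p = 0.512). All 3 measured genes of the general phenylpropanoid pathway had positive log2 differences with a median of 0.22, and 3 of the 4 of the anthocyanin pathway had negative ones with a median of -0.46. Adjusted over the list alone, FPT2 passed, as the single measured member of its list, and no member of another list did.
Between C24 and Col-0, 0 probe sets passed in limma (smallest adjusted p = 0.0891), 1061 had an unadjusted p under 0.05 (625 without the first Col-0 array and 1573 without the first C24 array), and 4828 did not overlap, where chance gives 33.3% of the probe sets. ECS1 had a mean signal of 20.5 in C24 and 2040 in Col-0 (log2 difference -6.66, standard error 0.42, adjusted p = 0.0891), and AT4G29200 had 824.7 and 17.3. Of 5 measured genes of flavonol decoration, 4 had negative log2 differences and the list was lower in C24 by camera (adjusted p = 0.0145), a call lost with an estimated correlation (adjusted p = 0.609). Adjusted over the list alone, 3 of its members were lower. The list of heat and cold stress was also lower (adjusted p = 0.0315), with negative log2 differences in 3 of its 4 measured genes, 2 of them lower when adjusted over the list alone, and this call too was lost with an estimated correlation (adjusted p = 0.609). UGT78D1, the flavonol 3-O-rhamnosyltransferase, had a signal of 22.9 in C24 and 189 in Col-0 (log2 difference -4.26 to -2.31 without 1 array), and the cold-response genes LTI30 and COR15A had 24.7 against 168.5 and 783 against 2301, while COR47 had 1590 against 1262, a direction that turned (log2 difference -0.25) without the second C24 array. With the lowest 25% of mean signals left out, 23 probe sets passed between C24 and Col-0, 6 higher and 17 lower. With a variance trend and robust prior, 32 passed. These tests of C24 against Col-0 count arrays as replicates, and the arrays may not be of different plants. The array was designed on the Col-0 sequence, so mismatches may lower signals of C24. This was not separated from lower transcript levels, also for the lists and genes named here.
Among the 50 probe sets with the largest SD over accessions, 3 belong to loci annotated as pseudogenes, against 7.36% of those tested (Fisher's exact test, two-sided p = 1). The number was 5 without Stw, and 7 when ranked by the absolute difference of producers minus non-producers. The annotation used here has no class for transposable elements, so these were not counted, and the ranking behind Supplementary Table 1 is not named in the paper's text.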

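Within the segment from At2g22230 to At2g31610, FPT2 (At2g22960) had the smallest p between producers and non-producers among the 447 loci measured, FPT1 not among them. Its mean signal was 249 ± 42.3 (SD, n = 5 accessions) in producers and 38.8 ± 29.0 (SD, n = 5) in non-producers, a log2 difference of 2.87 (standard error 0.36). The adjusted p from limma was 0.00455 over the 456 probe sets of the segment alone and 0.0764 over all probe sets tested. Each producer had a higher signal than each non-producer (exact permutation test, two-sided p = 0.00794, the smallest that 5 accessions against 5 allow). The paper picked FPT2 for its difference between these groups on these same arrays. This p therefore restates that separation and is no independent test. The next smallest adjusted p in the segment was 0.515. The 456 probe sets cover these 447 of the 1102 loci that RefSeq places there, 989 of them protein-coding. Of the 6 probe sets whose groups did not overlap, against 3.62 by chance, FPT2 and AT2G23780 (log2 difference 0.25), the latter outside the naming rule and chosen after its values were seen, were higher in producers and 4 were lower. Among these, AT2G28940 had a log2 difference of -0.80 and AT2G27060 of -0.67 (adjusted p over all probe sets 0.649 for both). The number that did not overlap ranged from 4 to 7 in the other alternatives with 5 accessions per group, was 7 to 16 without 1 accession, where chance gives 7.24, and 12 without Sap and Stw, where chance gives 16.3. FPT1 has no probe set named for it in the gene table and was not analysed here. Without the arrays of Sap and Stw, whose labels conflict, the log2 difference of FPT2 was 2.52. Its adjusted p from limma over the segment was then 0.0576, the highest over the alternatives (lowest 1.8e-05), so that 0 genes passed. Either name makes the Stw array a non-producer, and this omission also leaves fewer non-producers than any other. Without any 1 accession, Sap included, that adjusted p was at most 0.0227. From the genes altered between producing and non-producing accessions in this segment, the paper proceeds to a pair of putative flavonol-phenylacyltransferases, whose alleles it then cloned and tested.

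**Figure D1:**
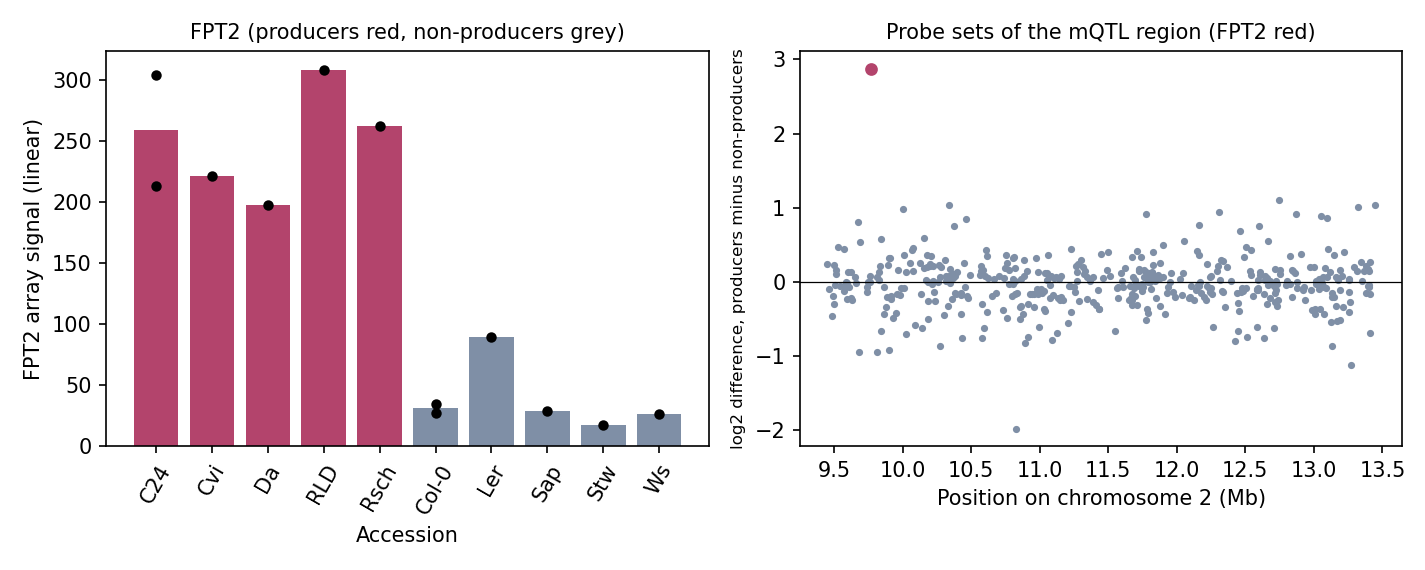
Left, linear array signal of FPT2 in each accession, with bars for the accession's mean and points for single arrays; producers lie between 197.5 and 307.9, and the highest non-producer, Ler, is at 89.8. Right, log2 difference of producers minus non-producers for the 456 probe sets of the mQTL region by position on chromosome 2 in Mb, with FPT2 at 2.87.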

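The locus At2g22960 lies on chromosome 2 of TAIR10.1 from 9770894 to 9772977, and RefSeq lists it as protein-coding. The array has 1 probe set named for it, and its signal stands for whichever transcripts of the locus that probe set binds. Of the 7 SCPL genes of the list around the FPT region, 1 had a probe set with a single gene name, and it is the one for At2g22960.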

We subsequently renamed these genes as putative flavonol-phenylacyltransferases 1 and 2 (*AtFPT1* and *AtFPT2*), respectively. 

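FPT2 had a mean signal of 258.7 ± 64.3 (SD, n = 2 arrays) in C24 and 31.3 ± 4.95 (SD, n = 2) in Col-0, a ratio of 8.27. Over the 4 pairings of a C24 with a Col-0 array the ratio lay between 6.13 and 10.9. On the log2 scale the difference was 2.99 (standard error 0.31, adjusted p = 0.164 from limma over all probe sets). This test counts the arrays as replicates, although they may not be of different plants. The call changes with the fit: the adjusted p was 0.0427 with the lowest 25% of mean signals left out and 0.0164 with a variance trend and robust prior, and it ranged up to 0.974 where single arrays were left out.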

Transcripts for these two genes were more than 17.7 and 6.7 times higher, respectively, in C24 than in Col-0. 

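On the Col-0 arrays, FPT2 gave signals of 27.8 and 34.8, both above the highest bacterial control on any array, 9.6. That level is no detection threshold, since only 23.3% of the probe sets tested did not exceed it on average. Detection calls were not used, and signal from related genes was not separated. These signals therefore do not show that the transcript was present in Col-0 flowers.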

The fact that they are expressed at exceedingly low levels in Col-0 means that there is unfortunately a paucity of publically available data on their expression. To analyse the flavonol-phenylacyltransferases genes, we cloned the C24 and Col-0 alleles of both genes and evaluated their transcript production. Since the transcript of *FPT2*-Col-0 could not be observed in Col-0 floral material, we cloned *FPT2*-Col-0 from 10-day-old seedlings. Intriguingly, whilst the length of *FPT1* transcript was invariant between Col-0 and C24, the *FPT2*-Col-0 allele encoded four different transcripts *FPT2*-Col-01–4 (743, 657, 637 and 566 bp in length, respectively) and *FPT2*-C24 encoded a considerably longer transcript (1,305 bp).

With the purpose of testing the function of various FPT proteins experimentally, we performed complementation assays in Col-0 and knockout *fpt1* and *fpt2* mutants. CaMV 35S driven complementation with the C24 allele of *FPT2* resulted in the production of all 18 saiginols in flowers of the transgenics. However, neither expression of the Col-0 allele of *FPT2* in the Col-0 *fpt2* knockout line nor expression of the Col-0 or the C24 allele of *FPT1* in the Col-0 *fpt1* mutants yielded flowers, which produce saiginols (Fig. 2d and Supplementary Fig. 5). Complementation experiments also revealed that FPT2 expression corresponds to the production of the flavonol-phenylacylglucosides, but FPT1 expression did not. The saiginol levels in *FPT2*-C24-overexpressing and Col-0/C24 NIL lines revealed differences in floral tissues (The NIL lines showed 10 times higher accumulation than the *35S*-driven transgenic plants).

### Saiginols accumulation correlates with UV light tolerance

To place the occurrence of these novel compounds in an eco-physiological context, the producers and non-producers were mapped on a world map according to their site of origin (Supplementary Table 2). Intriguingly, although the sample number is admittedly relatively small, all of the accessions deriving from high irradiance habitats produce these metabolites. By contrast, in low irradiance areas such as mid and north Europe habits and lower altitude (Fig. 3a), both producing accessions and non-producing accessions can be found. Thus, the presence of the phenylacylated-flavonols may well be selected for in populations exposed to higher UV-B irradiance only in high light irradiance regions. The average of daily UV-B irradiance during 1985 and 2005 was assessed for the region of origin of the accession from satellite data (obtained from Soda (http://www.soda-is.com/eng/index.html). These data alongside latitude data were plotted in Fig. 3b which shows that there is clear relationship between at UV-B irradiance above 26,000 J m^−2^ where only producers are found. In addition, plots of the altitude calculated by Shuttle Radar Topography Mission (http://www2.jpl.nasa.gov/srtm/) showed that the accessions isolated from above 1,000 m altitude are exclusively saiginol producers (Fig. 3c and Supplementary Fig. 6).

The UV–VIS spectra of saiginol A (kaempferol-3-*O*-(2″-*O*-Rha-6″-*O*-sinapoyl)Glc-7-*O*-Rha), revealed *λ*max at 206, 223, 267 and 332 nm (Supplementary Note 1), indicating that the phenylacylated-flavonol is much more efficient in UV-A/B absorption than its precursor, kaempferol-3-*O*-Glc-2″-*O*-Rha-7-*O*-Rha (Fig. 4a) (*λ*max at 202, 249 and 266 nm)^25^, which is most abundant flavonol in *Arabidopsis thaliana*. Such an absorption addition by one more phenolic ring (for example, from sinapoyl-donor, sinapoyl-Glc, *λ*max at 203, 241 and 329 nm)^25^ in flavonol decoration has previously been reported for 3″,6″-di-*O*-(*p*-coumaroyl)isoquercitrin in Scots pine^26^ which is a similar, although structurally distinct, molecule to those described here. This thus presents the possibility that the synthesis of saiginols in Scots pine and *Arabidopsis* may have occurred as a result of convergent evolution. Furthermore, computational estimation of the most stable stereochemical structure of saiginol A using MMFF94 resulted in a bridge piled structure between the aromatic rings A and sinapoyl-ring (Fig. 4b) similar to that of the intramolecular co-pigmentation of phenylacylated-anthocyanins reported in Scots pine^27^. Previous research of absorption shift by intermolecular co-pigmentation of *p*-coumaroyl-isoquercitrins in Scots pine suggested that phenylacylation into 6″-*O*- position indicates a further enhancement of its absorption at UV-B range. Importantly, neither of these compounds absorb in the photosynthetically active radiation range meaning that their presence does not result in a trade-off against photosynthetic efficiency.

To assess the role of FPT2 and by implication the role of saiginols, in conferring additional protection against UV-B, we grew the overexpressing lines for both alleles of *FPT1* and *FPT2* alongside Col-0 the gain-of-function NIL and subjected them to a range of UV-B treatments. A difference between these genotypes most likely directly reflects the role of saiginols as we do not see major changes in the accumulation of other flavonols in either natural accessions or overexpressors. Nevertheless we cannot formally rule out that differences in FPT2 expression may be correlated with other phenotypic effects that influence UV-B sensitivity independently of saiginols. Since saiginols accumulate in floral tissue especially in buds and petal but not in pollen, although pollen is extremely sensitive to UV-B irradiation, we hypothesize that saiginols may protect pollen or its haploid state from UV-B light before flower opening and pollination. We, therefore, ensured using a detached flower experiment^28^ that the flower organs were equidistant from the UV-B source. As documented in Fig. 4c and Supplementary Fig. 7, both NIL producers (N09 and N23) and *FPT2*-C24-overexpressing lines showed significantly higher silique production following UV-B treatment, whilst no significant higher silique production in normal condition in saiginol-producing lines. We next assessed the total seed yield of intact plants at maturity. Although, as is typical of such experiments, there was a high variability between replicates, the experiments revealed a consistently significantly higher seed yield of the gain-of-function NIL. In addition, *FPT2*-C24-overexpressing line that exhibit relatively lower accumulation of saiginols in floral tissues (Supplementary Fig. 5) was characterized as exhibiting higher seed yield to the control plants under UV-B irradiation. Consistent with their lack of saiginols, lines overexpressing the *FPT1* alleles and the *FPT2*-Col-0 allele displayed similar seed yield following UV-B treatment to those in control lines (Fig. 4d).

### Deletion of *FPT2* gene in *SCPL* duplication region

Having established that full-length *FPT2* from C24 functions to enhance UV-B protection, we next sought to clarify the molecular reason for the natural variance for the presence of the saiginols. We first performed genomic sequencing of *FPT1*-C24 and *FPT2*-C24 and mapped their full-length cDNA sequences obtained from Col-0 and C24. Analyses of *FPT1* revealed a deletion (∼600 bp) in the *FPT1*-C24 promoter region and an insertion (∼10 and 6 bp) within the first and second introns of *FPT1*-C24 (Supplementary Fig. 8). The protein-coding sequences, however, were highly similar and comprised genome sequence with complete match of all 14 exons. On the other hand, genomic sequence analyses of *FPT2* (Col-0, 2,039 bp; C24, 4,262 bp) revealed a large gene deletion (∼2,279 bp) in Col-0, spanning the region corresponding to the second to eleventh exons of *FPT2*-C24 (Supplementary Fig. 9). This analysis indicated that the four transcripts of *FPT2*-Col-0 described above are alternative splicing variants (Fig. 5a). One of the splice variants (At2g22960) was previously identified as a pseudo*SCPL* gene since the ATPase-like sequences upstream of the first exon suggest that this *SCPL* gene lacks a promoter^29^, however, importantly the predicted translation products of all four splice variants terminate shortly after the putative catalytic Ser (ref. 30), and thus lack the active site Asp and His residues. Thus, it is highly likely that FPT2-Col-0 does not a function as a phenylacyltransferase *in vivo*. Furthermore, the result of BLAST search of this deleted sequence (2,279 bp) revealed that the deleted sequence has similarity to *SCPL10* (At2g23000, *SAT*, anthocyanin sinapoyltransferase) in the coding sequence, as well as one fragment of copia-like retrotransposon in its untranslated regions. The *FPT* genomic region in chromosome II (AtChr.2) is very close to the *SCPL* cluster region generally discussed as containing five *SCPL* genes (*SCPL11*, At2g22970; *SCPL13*, At2g22980; *SCPL08*, *SNG1*, At2g22990; *SCPL10*, *SAT*, At2g23000; and *SCPL*09, *SST*, At2g23010) of which three to date have been assigned specific enzymatic activities, namely sinapoyl-glucose: malate sinapoyltransferase 1 (SNG1); sinapoyl-glucose: anthocyanin sinapoyltransferase (SAT); and sinapoyl-glucose: sinapoyl-glucose sinapoyltransferase (SST)^30^. Interestingly, all *SCPL* genes have 14 exons except *FPT2*-C24, which has 15 exons due to a short insertion in second exon, but *FPT2*-Col-0 has just 4–6 exons (Supplementary Fig. 10). This result revealed that the difference between *FPT2*-Col-0 and *FPT2*-C24 is the result of transpositional gene deletion as opposed to an insertional gain of function. The shared number of exons in this *FPT* duplication cluster, as well as the similarity of the gene sequence between *FPT* genes and *SCPL* later in this cluster, suggest that this tandem gene duplication in *FPT* region occurred before the transpositional gene deletion of *FPT2* in non-producing accessions.

We next extended the coding region sequencing across further all 64 accessions and were able to identify a strict relationship between this polymorphism and saiginol production among the accessions. For this purpose sequences were obtained using two primer sets one designed for the full-length coding region and the other to include 71 bp forward upstream and 55 bp reverse downstream of deleted region for a total of 44 ecotypes. Further, sequences were evaluated and constructed with publically available sequence (*Arabidopsis* 1,001 genome (http://signal.salk.edu/atg1001/3.0/gebrowser.php). A total of three classes of genotype were observed: type I, producer, similar to C24 (31 accessions); type II, non-producer, similar to C24 but with a 2 bp deletion in the eleventh exon (L*er*-0, Sap-0, Bur-0 and Rubezhno-1) with 14 bp deletion in third exon (Nok-1 and Nok-2), deletion of seventh exon (El-0, Oy-0 and Bu-2) and deletion in the seventh to tenth exons (Hs-0, Kl-0, Old-1 and An-2); and type III, non-producer, similar to Col-0 (deletion in the second to tenth exons, 18 accessions) and similar to Col-0 but with a 9 or 72 bp deletion in the tenth exon (Stw-0 and Bd-0) (Supplementary Fig. 11). The inactivation pattern does not reflect geographic demography of accessions, for example, accessions L*er*-0, Sap-0, Bur-0 and Rubezhno-1, which have 2 bp deletion in the eleventh exon from Poland, Czech Republic, Ireland and Ukraine, respectively. The fact that a large or short deletion in the coding region of *FPT2*, was always and exclusively observed in saiginol non-producing genotypes (Supplementary Fig. 11), suggests that this deletion invokes the observed natural diversity of saiginol production. That said the presence of such a large variety of genomic polymorphism across *Arabidopsis* accessions suggests that the gene deletion within the *FPT*–*SCPL* region is a relatively recent event.

### Genomic signatures and evolutionary framework in *FPT* region

To assess the evolutionary context of the *FPT2* gene deletion within the *SCPL* cluster region, we first performed cross-species genome-wide analysis to identify gene conservation and syntenic regions of *FPT2*. Results of a PLAZA (http://bioinformatics.psb.ugent.be/plaza/) search and further genomic sequence analysis suggest that the sequence of *FPT2* is not found in other plant species with the exception of *Arabidopsis lyrata* AL4G02480, although several orthologues of other *SCPL* genes have been found in several plants especially those of the Brassicaceae. We next carried out a syntenic cross species orthologue analysis of the *AtFTP* region. Syntenic blocks (defined as block I) were found in AlChr.4 (seven *SCPL* genes in *A. lyrata*), CrChr.4 (nine *SCPL* genes in *Capsella rubella*), TpChr.4 (seven *SCPL* genes in *Thellungiella parvula*), BrChr.4 (one *SCPL* gene in *Brassica rapa*) and BrChr.9 (one *SCPL* gene in *B. rapa*)(Fig. 5b, Supplementary Fig. 12 and Supplementary Data 3 and 4). Furthermore, intrasyntenic regions (defined as block II regions see Supplementary Figs 12 and 13, and Supplementary Data 4) possibly caused by chromosomal recombination were found in AtChr.4, AlChr.7, CrChr.7, TpChr.7, BrChr.1, BrChr.3 and BrChr.8 (Fig. 5b and Supplementary Fig. 12), but do not contain *SCPL* genes. However, papaya does not have such a syntenic region in its genome but rather has two short similar blocks, which share genes with both AtChr.2 and AtChr.4, but do not harbour *FPT*. The identified syntenic blocks in other Brassicaceae species, however, fit to previously reported segmental collinearity between *A. thaliana* and those species^31^,^32^,^33^,^34^,^35^. This observation suggests that *FPT* genes, like all members of the *SCPL* family, evolved after chromosomal recombination split this block across two chromosomes. Further detailed syntenic block analysis revealed that numbers of total *SCPL* genes in this syntenic region are different between species except *A. thaliana* and *A. lyrata* (Fig. 5c and Supplementary Fig. 14). This suggests that *SCPL* genes were not duplicated in same manner and that *SCPL* gene duplication occurred after speciation. To test metabolic conservation of FPT2 in *Arabidopsis* species including *A. thaliana* and *A. lyrata*, we performed LC/MS profiling of saiginols in *A. lyrata* and *C. rubella*. Saiginol A was clearly present in *A. lyrata* but not in *C. rubella* suggesting that FPT2 evolved after speciation between *Arabidopsis* and *C. rubella* (Supplementary Fig. 15). Phylogenetic analysis of the *SCPL* genes of the block I syntenic region in Brassicaceae species and *FPT2* in all *A. thaliana* accessions studied here revealed that anthocyanin-sinapoyltransferase (*SAT*) appears to be the first *FPT* inserted into this region because only this gene is well conserved across the Brassicaceae (Fig. 5d). By contrast, *FPT1* and *SCPL11* genes appear to have evolved relatively recently since only *A. lyrata* harbours an orthologue of these genes. Further phylogenetic analysis using predicted protein sequences also supports similarity between them (Supplementary Figs 16 and 17). In addition it appears that the *C. rubella SCPL* was duplicated from sinapoyl-glucose: *SST* gene subsequent to its speciation from *Arabidopsis*.

## Discussion

Our hypothesized evolutionary framework for genes in this gene cluster is summarized in Fig. 5e with speciation tree based on NCBI taxonomic analysis. The presence/absence of *SCPL* within the intrasyntenic region demonstrates that the origin of *SCPL* likely occurred after speciation of the Caricaceae and Brassicaceae within the Brassicales that is, around 72 million years ago (Myr ago)^36^. Between 27 and 72 Myr ago^37^, inter-chromosomal recombination (between C1 as described in Fig. 5e) occurred independently within Brassicaceae species. Subsequent to chromosomal recombination, the first *SCPL* appeared in syntenic block I (I1) ultimately evolving into *SAT* (anthocyanin sinapoyltransferase) gene. Furthermore, 23–27 Myr ago after speciation to Camelineae/Capsella^37^, in *B. rapa* a second chromosomal recombination occurred (C2), whereas *FPT* was tandemly duplicated in *T. parvula* (T1). On the other hand, *SST* gene was created by tandem gene duplicated in this cluster (T2). During the relative recent period 12–23 Myr ago, *FPT1* and *FPT2* genes occurred by tandem gene duplication (T4) only on the origin of the *Arabidopsis* species, since tandem gene duplication in *C. rubella* occurred in different manner. The observed variation of genotypes among non-producing *A. thaliana* accessions suggests that *FPT2* gene has been deleted or differentially mutated. However, it is important to note that although the mechanisms resulting in the non-production of saiginols differ the phenotypes, they confer that is, robustness in the face of high UV irradiance is the same most likely indicating exposure to similar selective pressure. Interestingly, classification of *A. thaliana* accessions based on function/non-function of *FPT2* genes was not similar to any other classification of accessions based on criteria such as global single-nucleotide polymorphisms, cold response, salt tolerance, pathogen response or glucosinolate content^38^,^39^,^40^,^41^,^42^. This observation suggested that the evolutionary events have occurred individually and have been differentially filtered by natural selection. This fact suggests that the pressure of natural light selection was independent of that occurring for the other environmental natural selection factors listed above.

We demonstrate here that the FPT2 protein corresponds to one step of a multi-step pathway for the production of the 18 newly identified and annotated saiginols, which have enhanced UV-B-absorbing properties to non-phenylacylated-flavonol-glycosides. As such this is another example, similar to that of the recently described alpha-pyrones^43^, of a rapidly evolved biochemical pathway, which exploits the pre-existing metabolic infrastructure. In this instance, 18 novel phenylacylated-flavonols are produced following neofunctionalization of the *FPT2* gene after gene duplication, possibly through divergence of substrate specificity. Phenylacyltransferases are not uncommon in plant natural product biosynthesis. Members of the BEAT-AHCT-HCBT-DAT (BAHD) family are collectively responsible for the acylation of a wide range of compounds such as flavonoids, hydroxycinnamates, terpenoids and alkaloids being very well characterized. Three BAHD anthocyanin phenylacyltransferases from Gentiana^44^, *Arabidopsis*^45^ and Tomato^46^ have been characterized, but no flavonol-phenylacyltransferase have been reported previously. The serine carboxypeptidase-like (SCPL) acyltransferase family was more recently identified and characterized in both *Arabidopsis* and oat, and is involved in the acylation of anthocyanins, sinapoyl-derivatives, glucosinolates and the important defence compound and triterpene saponin, avenacin^47^,^48^. While BAHD enzymes use CoA-thioesteters as the acyl donor, SPCL enzymes use *O*-glucose esters^48^. To date, four *SCPL* genes have been characterized as encoding specific sinapoyltransferases of malate (SNG1), choline (SNG2), sinapoyl-glucose (SST) and anthocyanin (SAT) in *Arabidopsis*. Intriguingly, FPT2 is proposed to catalyse a highly similar (in terms of position and acyl-donor) phenylacylation, to that carried out by the *Arabidopsis* anthocyanin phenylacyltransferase, A3G6″*p*CouT, of the BAHD family^45^,^49^. However, the precise biological function of the phenylacylated-anthocyanins are as yet unknown.

Characterization of FPT2 in this study suggests it is capable of catalysing several single steps of a multi-step reaction with substrate flexibility for both acceptors and donors of the phenylacyl moiety. Such an enzyme potentially involved in such single steps of a multi-step reaction supports the suggestion that a competitive advantage is conferred to genotypes, which produce saiginols and that flavonol decoration may represent a powerful tool for enhancing seed yield in crops. In addition, analysis of the origin of producing and non-producing accessions revealed that the presence of a functional FPT2 seemingly confers a selective advantage in high light growth habits. Furthermore, analysis of polymorphism within the *FPT* duplicated genomic region provides an evolutionary framework of the natural history and current status of this locus in the Brassicaceae.

## Methods

### Plant materials

*A. thaliana* accessions used in this article were described in Supplementary Table 2. Plants were cultured on agar plate in a growth chamber under standard long day light conditions (16 h day, 140–160 μmol m^−2^ s^−1^, 20 °C; 8 h night, 16 °C) for 14 days and transferred to soil (type GS-90 Einheitserde; Gebrueder Patzer). Materials were collected from individual plants, immediately frozen in liquid nitrogen, and stored at −80 °C until further use. *A. lyrata* (MN47) and *Capella rubella* (MTE) used in this article were grown in a greenhouse under control conditions, and were immediately frozen with liquid nitrogen after harvest.

### Secondary metabolite profiling using LC/MS

Metabolite profiling of secondary metabolites were performed by the method described by Tohge *et al.*^21^. Ground frozen flowers were aliquoted and homogenized in 20 μl of extraction buffer (80% MeOH, 5 μg ml^−1^ isovitexin as an internal standard) per milligram of fresh weight of tissue in a mixer mill for 3 min at 25 Hz with zirconia ball. After centrifugation at 12,000*g*, the supernatants were immediately used for secondary metabolite profiling. Secondary metabolite analysis was performed on HPLC system Surveyor (Thermo Finnigan, USA) coupled to Finnigan LTQ-XP system (Thermo Finnigan, USA). All data were processed using Xcalibur 2.1 software (Thermo Fisher Scientific, Waltham, USA). Peak identification and annotation were performed with a combination approach using standard chemical confirmation^25^, MS/MS profiling, retention time profiling, mutant analysis^50^,^51^ and literature survey^21^,^49^,^50^,^52^,^53^,^54^,^55^. To carry out mutant analysis for flavonoid derivatives, 14 mutants; *ugt78d2* mutant (flavonoid-3-*O*-glucoside-less)^49^, *tt7* mutant (quercetin and isorhamnetin derivative-less)^50^, *ugt78d1* mutant (flavonol-3-*O*-rhamnoside-less)^52^, *ugt78d3* mutant (flavonol-3-*O*-arabinoside-less)^56^, *omt1* mutant (isorhamnetin-derivative-less)^50^, *ugt89c1* mutant (flavonol-7-*O*-rhamnoside-less)^57^, *tt4* mutant (all flavonoid-less)^58^ and *pap1*-D mutant (anthocyanin-overaccumulator)^49^,^59^, and La-*er* background *tt* mutant series obtained from NASC (*tt3*,N84; *tt4*, N85; *tt5*, N86; and *tt6*, N87) were used.

### Procedure of purification and characterization of saiginol A

Column chromatography was carried out over ODS (Nacalai Tesque, Cosmosil 75C_18_-OPN). HPLC analysis was carried out on an Atlantis (*φ* 4.6 × 150 mm, Waters) at a flow rate of 0.5 ml min^−1^. Preparative HPLC was performed on a LC 10A system (Shimadzu) using an Inertsil ODS-EP 5 μm (*φ* 6.0 × 150 mm) at 30 °C and monitoring was accomplished by photodiode array detector (PDA) (200–600 nm). HPLCPDA/ESIMS was performed on a Finnigan LCQ-DECA mass spectrometer (ThermoQuest, San Jose, CA, USA) and an Agilent HPLC 1100 series (Agilent Technologies, Palo Alto, CA, USA) (Tohge *et al.*^49^). HR-ESI-MS was performed on an Exactive mass spectrometer (ThermoQuest, San Jose, CA, USA). Optical rotations were determined on a JASCO P-1020. UV spectra were recorded on a JASCO V-560. Nuclear magnetic resonance data were recorded on JEOL JNM ECP-600. The deuterated solvent CD_3_OD was used for peak 4. Coupling constants are expressed in Hz.

Plant samples (FW, 26.72 g) were collected and immediately frozen in liquid nitrogen, the whole of which was immediately extracted with methanol. After concentration, MeOH liquid extraction was extracted with *n*-hexane, CHCl_3_ to remove low-polarity metabolites. After the liquid–liquid partition and concentration, MeOH soluble fraction was obtained and was dissolved with H_2_O. After liquid–liquid partition with *n*-BuOH, *n*-BuOH fraction was obtained (256.9 mg). This fraction was applied to ODS column (*φ* 3.5 × 7 cm), and roughly separated by eluting with a gradient of H_2_O as solvent A and CH_3_CN as solvent B and the following elution profile (fraction 1: 0% CH_3_CN; fraction 2: 10% CH_3_CN; fraction3: 20% CH_3_CN; fraction 4: 30% CH_3_CN; fraction 5: 40% CH_3_CN; fraction 6: 50% CH_3_CN; fraction 7: 60% CH_3_CN; fraction 8: 70% CH_3_CN; fraction 9 80% CH_3_CN; and fraction 10: 100% CH_3_CN (elution solvent: 70 ml per fraction)) to give 10 fractions. After LC/MS analysis for trace of peak 4, fraction 2–4 was assembled (fraction A). Fraction A was applied to ODS column (*φ* 3.5 × 7 cm) again, and separated by eluting with a gradient of H_2_O as solvent A and CH_3_CN as solvent B and the following elution profile (fractionA-1 and A-2: 0% CH_3_CN; fraction A-3 and A-4: 10% CH_3_CN; fraction A-5 to A-7: 20% CH_3_CN; fraction A-8 to A-11: 30% CH_3_CN; and fraction A-12: 100% CH_3_CN (elution solvent: 30 ml (fraction A-1 to A-5) and 15 ml (fraction A-6 to A-12))) to give 12 fractions. After LC/MS analysis for trace of peak 4, fraction A-10 and A-11 were assembled (fraction B). Fraction B (12.0 mg) was applied to preparative HPLC using an isocratic elution (20% CH_3_CN in H_2_O) at a flow rate of 4 ml min^−1^ to give peak 4 (3.5 mg).

### Profiling UV–VIS spectrum of saiginol A and K-3G2″ ***R7R***

Saiginol A and *K-3G*2″*R7R* (kaempferol-3-*O*-(-2″-*O*-rhamnosyl)glucoside-7-*O*-rhamoside, which were purified in this study and previous work^25^, were subjected to HPLC-PDA analysis. HPLC analysis was performed on a Summit HPLC system (Dionex, Idstein, Germany) using an Luna C18_(2)_ (*φ* 2.0 × 150 mm, Waters) at 25 °C and monitoring was accomplished by PDA-100 photodiode array detector (Dionex, Idstein, Germany) (190–600 nm). Peaks were separated by eluting with a gradient described previously^21^.

### Metabolite QTL analysis for saiginols

Introgression line of NILs was obtained as described previously^24^. Inflorescences from 5-week-old *Arabidopsis* plants were collected from three individual plants of 45 M lines (C24 background) and 69 N lines (Col-0 background) for metabolite profiling of secondary metabolites.

### Microarray analysis

Transcriptome analysis was carried out using ATH1 microarrays as described previously^49^ with five producing accessions (C24, Cvi, Da, Rsch and RLD) and five non-producing accessions (Col-0, L*er*-0, Ws, Sap and Stw). Duplicate hybridizations were carried out for Col-0 and C24, and a single hybridization was performed for all other accessions. Intensity indicates fold change estimated by average of expression level in Col-0.

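Expressed over the mean of the 2 Col-0 arrays, FPT2 was 9.84-fold in RLD, 8.37-fold in Rsch, 7.06-fold in Cvi and 6.31-fold in Da among the producers. Among the non-producers it was 2.87-fold in Ler, 0.923-fold in Sap, 0.847-fold in Ws and 0.562-fold in Stw. Each of these accessions has a single array, so the values carry no error of their own.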

### Overexpression of *FPT1* and *FPT2* genes

*FPT1* and *FPT2* overexpression constructs were created by cloning the full-length cDNAs of *FPT1* and *FPT2* genes from Col-0 and C24 *Arabidopsis* under the control of the CaMV *35S* promoter in vector pK7GW2 (Invitrogen), a binary vector with a gateway cassette, using the In-fusion HD cloning kit (Takara). Binary plasmids were transferred to *Agrobacterium tumefaciens* GV3101 (pMP90) and transformed to *Arabidopsis* plants (Col-0) and T-DNA insertion lines (SALK_067799 and SALK_111019) according to the floral dip method. Transgenic plants were selected with 50 mg l^−1^ kanamycin sulfate for pK7GW2 and T4 progenies were used for the analysis. Primers used for the cloning are described in Supplementary Table 3. Full-length cDNA sequences of *FPT1*(Col0), *FPT1*(C24), *FPT2*(Col0) and *FPT2*(C24) are shown in Supplementary Figs 8, 9 and 11.

### Full-length cDNA and genomic sequence of *FPT2* genes

Full-length cDNA of *FPT2* from 64 *A. thaliana* accessions and genomic sequences of *FPT2* from 2 *Arabidopsis* accessions (Col-0 and C24) were sequenced. Primers used for amplification and sequencing of *FPT2* are described in Supplementary Table 3. All primers were designed using NCBI blast primer (http://www.ncbi.nlm.nih.gov/tools/primer-blast/).

### Silique and seed productions under UV-B irradiation

For silique production experiment, inflorescences from the primary bolts of 5-week-old *Arabidopsis* plants were used. The detached inflorescences were irradiated with UV-B light (1 W m^−2^) for 2 h per day during midday time (5–7 h after the onset of normal light) for 14 days by placing their cut ends in wells of a 96-well microtitre plate containing water. For seed yield experiment, 3-week-old *Arabidopsis* plants were irradiated with UV-B light (1 W m^−2^) for 2 h per day during midday time (5–7 h after the onset of normal light) for 28 days.

### Synteny analysis and gene duplication of *FPT* genes

To compare the genomic context of *Arabidopsis FPT* genes with that in other plant species, information on their patterns of synteny and their orthologues was retrieved from the database PLAZA (http://bioinformatics.psb.ugent.be/plaza/). Duplication analysis of *Arabidopsis FPT* genes was performed by whole genomic data of plant species obtained from PLAZA v3.0 platform.

### Phylogenetic analysis of FPT genes in Brassicaceae species

A phylogenetic tree was constructed with the aligned sequences of *FPT-*related genes from Brassicaceae species by MEGA5.2 (ref. 60) using the Maximum Likelihood. Sequences of *FPT2* were aligned by ClustalW implemented in MEGA 7.0. A phylogenetic tree of protein sequences was built by ClustalW in MEGA 7.0 with G-blocks using Gblocks 0.91b in Phylogeny.fr (http://phylogeny.lirmm.fr/phylo_cgi/one_task.cgi?task_type=gblocks)^61^.

### Data availability

Microarray data generated as part of this study has been deposited into the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) database with accession code GSE83291. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information files or are available from the corresponding author on request.

## Additional information

**How to cite this article:** Tohge, T. *et al.* Characterization of a recently evolved flavonol-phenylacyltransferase gene provides signatures of natural light selection in Brassicaceae. *Nat. Commun.* 7:12399 doi: 10.1038/ncomms12399 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1 - 17, Supplementary Tables 1 - 3 and Supplementary Note 1

Supplementary Data 1 Secondary metabolite profiling of *Arabidopsis thaliana* accession flower

Supplementary Data 2 Saiginol profiling of near-isogenic line (NIL) *Arabidopsis thaliana* lines mQTL. Samples obtained from 45 M lines (C24 background) and 69 N lines (Col-0 background) were evaluated with three independent biological replications (n=3).

Supplementary Data 3 Identification of syntenic genes located in the Brassicaceae syntenic block of *AtFPT/SCPL* genomic region. Syntenic block (defined as Block I) of *AtFPT/SCPL* genomic region, 1) *Arabidopsis thaliana* chromosome 2 (AtChr.2), were found in 2) *Arabidopsis lyrata* chromosome 4 (AlChr.4), 3) *Capsella rubella* chromosome 4 (CrChr.4), 4) *Thellungiella parvula* chromosome 4 (TpChr.4), 5) *Brassica rapa* chromosome 4 (BrChr.4) and 6) *B. rapa* chromosome 9 (BrChr.9). Syntenic blocks were found with 116 genes in *AtFPT* genomic region (AT2G22500- AT2G23470) using Plaza (http://bioinformatics.psb.ugent.be/plaza/versions/plaza_v3_dicots/). Red indicates *FPT/SCPL* related genes.

Supplementary Data 4 Identification of syntenic genes located in the intrasyntenic genomic region of *AtFPT/SCPL* genomic region in the Brassicaceae species. Syntenic genes of intrasyntenic block, *Arabidopsis thaliana* chromosome 4 (AtChr.4)(defined as Block II) of *AtFPT/SCPL* genomic region, were found in 2) *Arabidopsis lyrata* chromosome 7 (AlChr.7), 3) *Capsella rubella* chromosome 7 (CrChr.7), 4) *Thellungiella parvula* chromosome 7 (TpChr.7), 5) *Brassica rapa* chromosome 1 (BrChr.1), 6) *Brassica rapa* chromosome 3 (BrChr.3) and 7) *B. rapa* chromosome 8 (BrChr.8). Syntenic blocks were found with 132 genes in intrasyntenic genomic region (AT4G36940- AT4G38080) of *AtFPT/SCPL* region using Plaza (http://bioinformatics.psb.ugent.be/plaza/versions/plaza_v3_dicots/). Red indicates *FPT/SCPL* related genes.

## Figures and Tables

**Figure 1:**
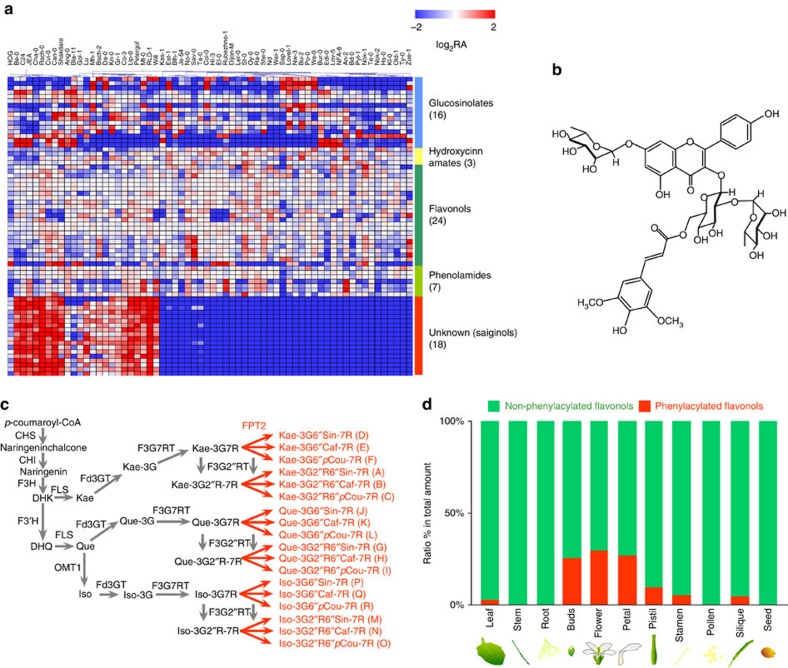
Novel phenylacylated-flavonol glycosides found in *A. thaliana* accessions. (**a**) LC/MS profiling of secondary metabolites in *Arabidopsis* accession flowers. A total of 64 accessions were profiled in biological triplicate (*n*=3). Heatmap shows values displayed on a log_2_ relative peak area (RA) scaled by the average of all values. (**b**) Chemical structure of saiginol A isolated and characterized in this study. (**c**) Constructed novel biosynthetic branches for 18 saiginol productions in producer *Arabidopsis* accessions. (**d**) Tissue specificity of the accumulation of saiginols and relative ratio of phenylacylated(red)/non-phenylacylated(green) flavonols in producer C24 accession. Total phenylacylated- and non-phenylacylated-flavonol contents were compared using their abundance against total amount of all flavonols measured by LC/MS in each tissue type. Caf, caffeoyl; CHI, chalcone isomerase; CHIF3H, flavanone 3-hydroxylase; CHS, chalcone synthase; DHK, dihydrokaempferol; DHQ, dihydroquercetin; F3′H, flavonoid 3′-hydroxylase; Fd3GT, flavonoid 3-*O*-glycosyltransferase; F3G7RT, flavonol-7-*O*-rhamnosyltransferase; F3G2″RT, anthocyanin-3-*O*-glucoside-2″-*O*-rhamnosyltransferase; FLS, flavonol synthase; FPT, flavonol-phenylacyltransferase; G, glucose; Iso, isorhamnetin; Kae, kaempferol; OMT1, *O*-methyltransferase 1; *p*Cou, *p*-coumaroyl; Que, quercetin; R, rhamnose; Sin, sinapoyl.

**Figure 2:**
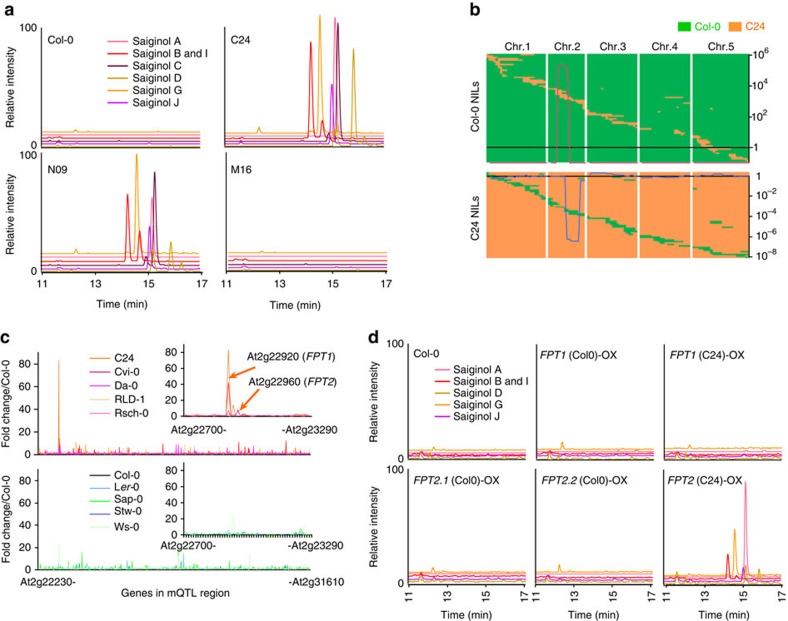
Functional identification of the *FPT* genes based on integrative approach. (**a**) LC/MS chromatogram and (**b**) chromosomal mapping of gain-of-function and loss-of-function NILs obtained from metabolic quantitative trait locus (mQTL) analysis of reciprocal crosses between Col-0 and C24. N and M lines are Col-0 and C24 background introgression lines, respectively. Green and orange boxes indicate Col-0 and C24 DNA segments, respectively. Metabolic QTL was presented by log_2_-transformed relative amount of saiginol A. (**c**) Microarray analysis of gene expression of the genes encoded in the genomic region of chromosome 2 encoding the mQTL in five producing accessions (C24, Cvi, Da, Rsch and RLD) and five non-producing accessions (Col-0, L*er*-0, Ws, Sap and Stw). Intensity indicates fold change estimated by average of expression level in Col-0. (**d**) LC/MS chromatogram showing *in vivo* functional characterization of FPT1 and 2 by metabolite profiling of *35S*-driven overexpressing transgenic plants. All transgenic lines are Col-0 background. *FPT1*(Col-0), *FPT1*(C24), *FPT2.1*(Col-0), *FPT2.2*(Col-0) and *FPT2*(C24) indicate *FPT1* cloned from Col-0 and C24, *FPT2* cloned from Col-0 (*FPT2.1* is shortest transcript and *FPT2.2* is longest transcript) and C24, respectively. Chromatogram showed ion extracted chromatogram for major saiginol A (945 *m/z*), B and I (901 *m/z*), C (885 *m/z*), D (799 *m/z*), G (961 *m/z*) and J (815 *m/z*), respectively.

**Figure 3:**
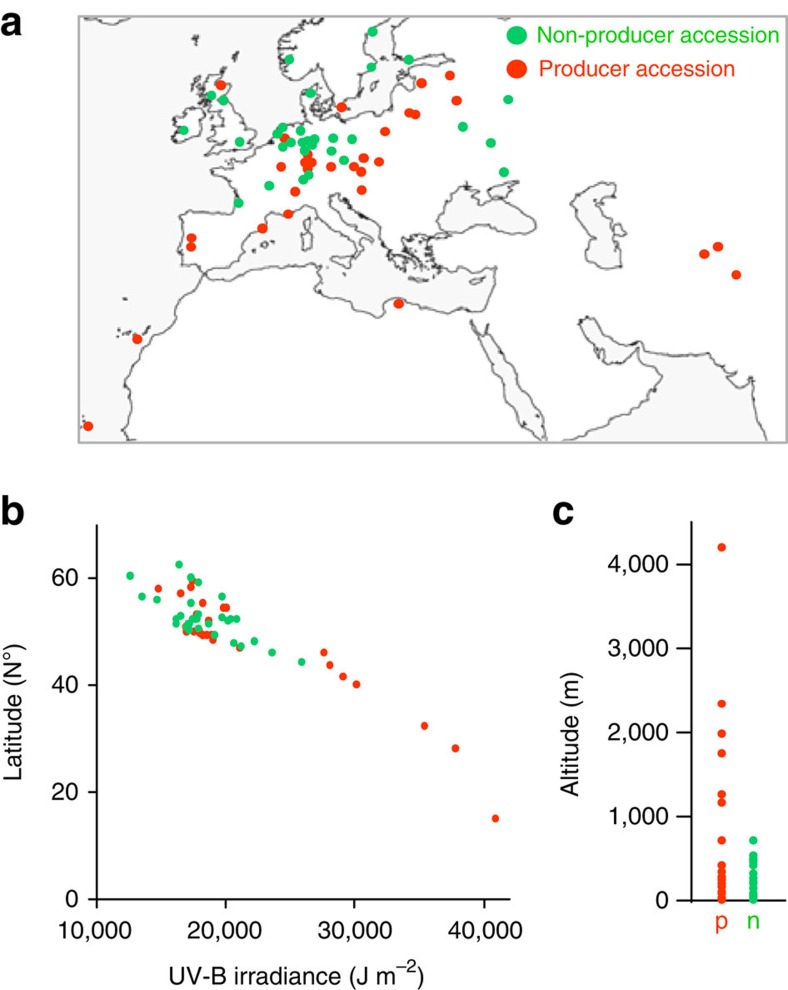
Geographical distribution of *A. thaliana* accessions used in this study. (**a**) Geographical distribution of producers (orange) and non-producers (green) in the world scale map. A total of 63 *A. thaliana* ecotypes are mapped. (**b**) Plots of producers and non-producers (by latitude (N°) and UV-B irradiation (J m^−2^) averaged of daily UV-B irradiance during 1985 and 2005 estimated from satellite data (Soda (http://www.soda-is.com/eng/index.html)). *r*^2^=0.8624 (producers) and 0.4476 (non-producers). (**c**) Plots of producers and non-producers by altitude (m) estimated by Shuttle Radar Topography Mission (http://www2.jpl.nasa.gov/srtm/). Map by FreeVectorMaps.com. Green and orange indicate non-producing and producing accessions, respectively.

**Figure 4:**
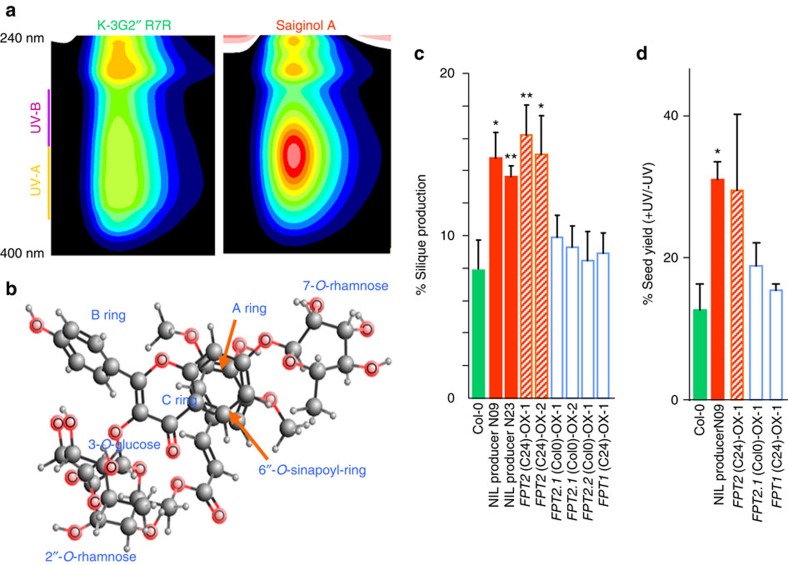
Functional characterization of the role of saiginols and *FPT2* in protection against UV-B irradiation. (**a**) UV absorbance shift of flavonol by phenylacylation measured by HPLC-PDA. Purified compounds, a precursor (K-3G2″R7R) and saiginol A were used for the profile. (**b**) Computational estimation of the most stable stereochemical structure performed by MMFF94 of Marvin (http://www.chemaxon.com/). (**c**) Rate of silique production under UV-B irradiation after long-term (2 h per day) UV-B treatment (1 W m^−2^) using the detached immature inflorescences of first bolting. Error bars indicate the s.e. of six biological replicates. (**d**) Seed yield after long-term (2 h per day for 28 days, 2 W m^−2^) UV-B treatment using 3-week-old intact plants. Seeds were collected on a single plant basis but three individual plants per genotype were measured. Data are presented as mean±s.e.m. *P<0.05, **P<0.05.

**Figure 5:**
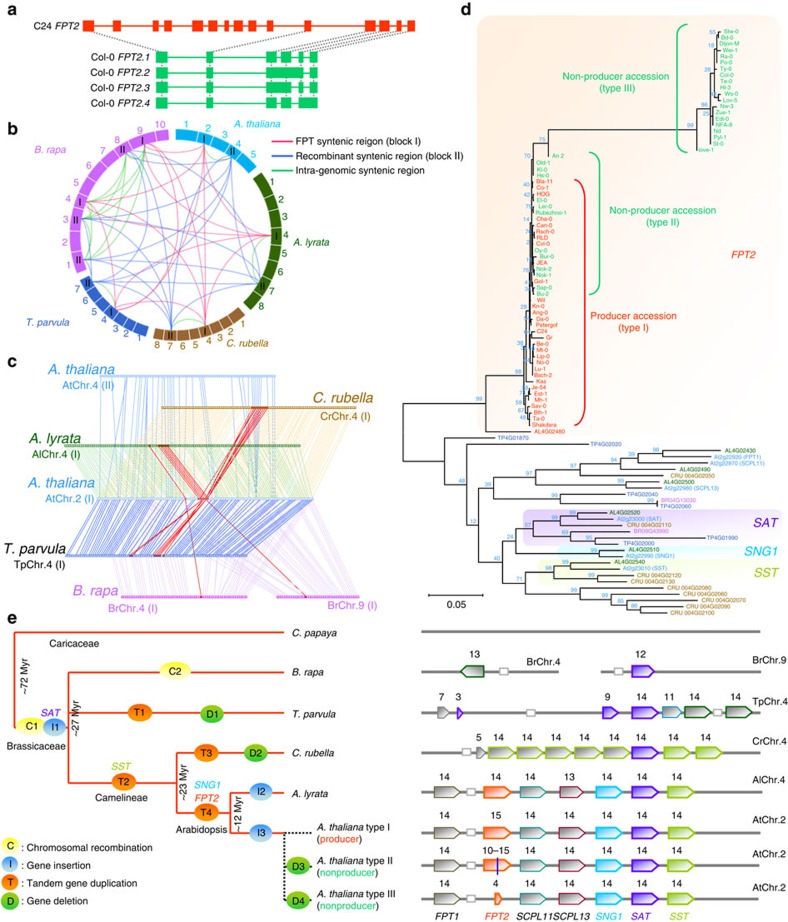
Genomic structure and sequence analysis of *FPT* gene cluster region in plant species. (**a**) Gene deletion identified in the *FPT2*-Col-0 genomic sequence. Coding sequence including splicing variance found in Col-0 and C24 was mapped with their genomic sequence. (**b**) *FPT* gene syntenic regions found in plant species. I, red, syntenic block I (containing *FPT* gene cluster); II, blue, syntenic block II (recombinant syntenic region); green, linkage of intra-genomic syntenic region. (**c**) Syntenic gene linkage between plant species. Red box and line indicate *FPT*/*SCPL* genes. Similarity between *AtSCPL* and *SCPL* genes obtained from Brassicaceae species is evaluated by TAIR-BLAST (https://www.arabidopsis.org/). (**d**) Phylogenetic analysis using CDS of *SCPL* genes in syntenic region of Brassicaceae species. A short gene *TP4G01860* was excluded from this analysis. The phylogenetic tree was created using MEGA5.2 (ref. 60). Scale implies nucleotide substitutions per site. (**e**) Hypothetical scheme of evolutional events in *FPT* gene cluster region among Brassicaceae species. The taxonomical tree of Brassicaceae species was constructed via reference to PLAZA (http://bioinformatics.psb.ugent.be/plaza/) based on NCBI taxonomic analysis (http://www.ncbi.nlm.nih.gov/taxonomy). *FPT* tandem duplication cluster of *SCPL* genes including *FPT1* and *FPT2*. Numbers above genes indicate number of exons. Red, yellow and blue indicate sub-clades found by phylogenetic trees analysis in **d**. C1 and C2, chromosomal recombination in Brassicaceae and *B. rapa*, respectively; I1, hypothetical time of *SAT* insertion into *FPT* region; I2, gene insertion into fourth and eleventh exons of AL4G02540; I3, gene insertion into second intron of *FPT2*; T1–4, tandem gene duplication in *T. parvula*, Camelineae (*C. rubella, A. lyrata* and *A. thaliana*), *C. rubella* and *Arabidopsis* (*A. lyrata* and *A. thaliana*), respectively; D1–4, gene deletion in *T. parvula*, *C. rubella*, *A. thaliana* non-producer type II and type III.

How the deposited data were processed for this re-analysis (not part of the article)

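Transcripts of flowers from 10 accessions were measured on 12 ATH1 arrays. The deposited values are intensities on a linear scale, 1 per probe set and array, from 0 to 6513.9, which the authors had scaled before deposition, as read from the values themselves. Each array has a mean of 100.01 after the highest and lowest 2% are left out, so the arrays were scaled to a common level, and no further normalization between arrays is visible in the values. The summarization software is not named in the sources used here, and detection calls were not used.

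Probe sets were named from the platform's gene table and RefSeq. Of the probe sets, 13513 list 1 gene, 503 several and 8794 none, and the 13436 with 1 RefSeq locus were tested. Where 1 of the 144 loci with more than 1 probe set is named, the probe set with the highest mean signal stands for it. FPT1 and several other SCPL genes have no probe set named for them and were not analysed here.

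Signals were transformed as log2(signal + 1), since 93 of 273720 values are 0. Fold changes on this scale understate those of dim genes. The comparisons were run with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Producers and non-producers were compared on accession means, 5 against 5, and C24 and Col-0 on 2 arrays against 2. In the mQTL region a gene counted as markedly altered at an adjusted p under 0.05 over the region alone and an absolute log2 difference of at least 1, since the paper's text names no threshold. FPT2 was also tested by an exact permutation over 252 splits. Gene lists, 23 with 283 entries for 275 loci, of which 48 are measured, were tested with camera at a preset correlation of 0.01 and at an estimated one where at least 3 members were measured. The figure was drawn with matplotlib.

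The genes named follow a rule set before the data were examined. It takes every gene the paper names, the 10 higher and 10 lower genes with the largest log2 difference in each comparison among those past the threshold or, with none, among those whose groups do not overlap, 5 and 5 in the mQTL region, and the 3 members of each list with the smallest p. AT1G50570, AT2G23780, BZIP34, UGT76C1 and, for C24 against Col-0, COR47 were added after their values were seen, as were genes among the 50 most variable and those in the tests of the closing section. For lack of room, the text describes examples from this set, and the counts across alternatives cover the whole set.

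The procedure was tested on simulated data. For producers against non-producers it recovered 94.0% of simulated log2 changes of 2. For C24 against Col-0 it recovered 19.4% of changes of 2, 47.8% of 3 and 72.7% of 4. Changes of 2, 3 and 4 were planted together, in probe sets above the median signal and with independent normal noise. Many planted changes ease the adjusted threshold, so these shares do not carry over to data in which few genes pass. In the real fit FPT2, with a log2 difference of 2.87, did not pass over all probe sets. Alternatives covered quantile normalization, median centring, pseudocounts of 16 and 64, a filter that left out the lowest 25% of mean signals, 12 arrays with accession as a random block, a variance trend with a robust prior, omission of Sap and Stw, 1 of the duplicates alone, omission of probe sets marked _s_at or _x_at, and omission of each accession or array in turn. The metabolite, sequence, transgenic and UV-B experiments of the paper were not analysed here.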

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

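The tests of probe sequences, of a paralogue and of RNA of RLD on the array titled Sap, with 8-fold genes, actin and genes on or off by accession, of the pollen genes between the Col-0 arrays, and the number of splits for probe sets past the adjusted threshold, were chosen after the result was seen. In 5 of 128 groups of 5 accessions, 1 accession lay far from the others, and chance gives about 1 in 20.

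FPT2 was higher in each producer than in each non-producer. Mismatches to the Col-0 sequence, on which the array was designed, cannot have lowered the signal of Col-0, yet the lowest producer had 6.31 times that signal; this follows from the pattern itself and is no separate test, and mismatches in the other non-producers were not tested. Signal from a paralogue may add to that of FPT2 and stays open, since 0 probe sets are named for FPT1, as do the accessions' other differences, which no test here separates from the group. Whether the array titled Sap holds RNA of RLD, the ecotype in its label, is not decided: 4 genes differed at least 8-fold between Sap and RLD with a pseudocount of 16, against at most 5 between duplicates (73 against 78 with a pseudocount of 1) and 5 or fewer in 10 of 63 other pairs of different accessions, and of 11 genes on (signal at least 100) or off (at most 20) by accession 2 differed, against 0 between duplicates and 1 to 3 between other accessions, too few to decide. Against RNA of RLD on both arrays stand FPT2, 28.9 in Sap, which the paper lists as a non-producer, and 307.9 in RLD, and the 2 probe sets of the 3′ end of actin, 6.01-fold and 7.64-fold apart against at most 1.56-fold between duplicates, but each is a single array and the duplicates may be technical.

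Other splits of the 10 accessions into 5 and 5, 100 in number with the real one, were fitted in the same way. The 849 probe sets at an unadjusted p under 0.05 were reached in 7 of 100 splits (highest other 1032), and the 164 whose groups did not overlap in 5 (highest other 231), so chance cannot be excluded for either. A count of 0 is reached by every split, so the splits cannot test the 0 past the adjusted threshold in limma (reached in 100, highest other 7) or the 0 lists in camera (reached in 100, highest other 2). The 1 markedly altered gene of the mQTL region was reached in 12 splits (highest other 1). The smallest p of the region from limma, 1.0e-05, was reached in 1 of 100 splits, the real one. That is the lowest count possible, and another split came close (1.6e-05), so the count does not settle whether chance gave that p. Chance cannot be excluded for the 1 markedly altered gene.

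Summed over the 9 other accessions, genes at least 4-fold different from Col-0 were more often lower (1471) than higher (1178), while Stw went the other way with 144 lower and 189 higher. With Col-0 as the reference 55.5% were lower (57.6% after quantile normalization, 54.9% after median centring), while the share was 61.3% with Stw as the reference, so weaker binding of probes designed on Col-0 may add to it and is not decided. How far genes near the floor give the pattern is not decided either: 71.8% were lower where both signals exceeded 50 (51 lower, 20 higher), but this keeps 71 of 2649 counts, and the share was 71.3% with Ws as the reference and 30.4% to 63.0% with the others. No biological explanation was tested.

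The 2 C24 arrays differed more (SD of log2 differences 0.817) than the 2 Col-0 arrays (0.689). The scaling of the arrays does not account for it, since the ratio of SDs was 1.19 as deposited and 1.21 after quantile normalization. A different content of pollen or of open flowers may contribute. The 100 genes that follow the pollen marker BUPS1 over the other arrays had a median log2 difference of 0.88, C24 ExpII minus ExpI. This lay above 0.062, the upper bound of random lists matched on mean signal alone, and 85 of the 100 were positive. Genes that follow 1 marker vary together, which these lists do not take up. The bound is therefore too narrow for a test, and the 85 are not independent. Between the Col-0 arrays, which took part in choosing these genes, the median was -0.29, also outside its random lists (-0.11 to 0.089). BUPS1 itself had 57.2 on ExpI and 143.2 on ExpII. Of other listed pollen markers, ANX2 ran from -1.42 to 0.27 in log2 difference between C24 and Col-0 without 1 array. ACT12 ran only from -0.63 to -0.53. The spread between the C24 arrays was not even: ExpII stood further from the other accessions. Its Pearson correlation with their arrays was 0.917 (Cvi) to 0.934 (Col-0 ExpII), against 0.935 (Cvi) to 0.948 (Col-0 ExpII) for C24 ExpI.

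Among single values far from the rest of their group, AT3G43510 had 49.4 in Sap and 74.3 to 81.3 in the other non-producers (gap over range 0.818). AT5G54010 had 4.1 in Cvi and 22.6 to 42.9 in the other producers (0.712). AT5G07230 had 247.6 in Rsch and 490.1 to 615.5 in the other producers (0.750). RCA had 2084 in Col-0 and 2808 to 3085 in the other non-producers (0.760), and PDF1.2 had 7.40 in Sap and 0.700 to 1.36 in the others (0.796).

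Differences outside those the paper discusses were large between C24 and Col-0 for UGT78D1 (log2 difference -3.29, and -4.26 to -2.31 without 1 array). The same held for LTI30 (-2.74) and for AT2G25450 (-2.45, and -3.16 to -1.74), a gene of aliphatic glucosinolate synthesis within the mQTL region. As deposited, 0 of these passed the adjusted threshold in limma, and LTI30 passed with a variance trend and robust prior (adjusted p = 0.0424). Mismatches of C24 to the Col-0 sequence of the probes may lower these signals and were not tested.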

How the results depend on the processing

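Tests on all probe sets but controls, and the alternatives for the 164 probe sets whose groups did not overlap and for the share of genes lower than in Col-0, were chosen after seeing the data, and the other alternatives were set before the data were examined. The causes of the changes below were not tested. An alternative with fewer genes or samples also changes the variance estimates of the fit. FPT1 has no named probe set, so its alternatives were not run, and camera was not run with accession as a random block.

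Between producers and non-producers, limma passed 2 probe sets (1 higher, 1 lower) with a pseudocount of 16, a pseudocount of 64, the lowest 25% left out, accession as a random block, or a variance trend and robust prior, and the pair was FPT2 and AT1G50570 each time. Without 1 accession in turn the count ranged from 0 to 2, with BZIP34 alone without Cvi, and UGT76C1 and FPT2 without Ler. Over all probe sets but controls it was 0, with 1510 at an unadjusted p under 0.05. Under these 5 settings 1 list member, FPT2, passed, and between 0 and 1 without 1 accession. The log2 difference of FPT2 was 2.38 (adjusted p = 0.0198), 1.63 (0.0176), 2.87 (0.0296), 2.88 (0.0107) and 2.87 (0.013) under them in that order, and ranged from 2.65 to 3.22 without 1 accession (adjusted p from 5.2e-04 without Ler to 0.338). Over all 21 alternatives its adjusted p ranged from 5.2e-04 to 0.467 and the difference was positive in each. Over the region alone, FPT2 passed in each alternative but that without Sap and Stw (2.52, adjusted p = 0.0576), where the number of markedly altered genes was 0 and 12 region probe sets did not overlap. The 164 that did not overlap became 525 without Sap and Stw (480 by chance), 256 to 358 without 1 accession (213 by chance) and 300 over all probe sets but controls (181 by chance).

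Between C24 and Col-0, 23 probe sets passed with the lowest 25% left out and 32 with a variance trend and robust prior, each with an absolute log2 difference of at least 1, and 1 (FPT2) and 2 (FPT2 and LTI30, adjusted p = 0.0424) list members passed. Over all probe sets but controls the count was 0, with 1722 at an unadjusted p under 0.05. With these 2 fits FPT2 had a log2 difference of 2.99 (adjusted p = 0.0427 and 0.0164), and over its 12 alternatives the adjusted p ranged from 0.0164 to 0.974. Where 1 array was left out, the lone array was assumed to vary like the others. Its ratio ranged from 6.81 to 9.72. Lists past camera numbered 0 with an estimated correlation and 0 to 3 without 1 array (1 without Col-0 ExpI, 0 without Col-0 ExpII, 0 without C24 ExpI). With ExpI and ExpII as a replicate block, 0 probe sets passed, 1139 had an unadjusted p under 0.05, and FPT2 had an adjusted p of 0.304; the ExpI minus ExpII differences of C24 and Col-0 had a correlation of 0.0494 across genes.

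With the lowest 25% left out, the median correlation between accessions was 0.917 and 91.1% of probe sets lay within 2-fold. Pseudogene loci among the 50 most variable numbered 7 when ranked by the absolute difference of producers minus non-producers, and 3 to 5 without 1 accession (5 without Stw). With on and off set at 50 and 10, chosen after seeing the data, 2 of 9 genes differed between Sap and RLD, and at 200 and 20, 0 of 1.

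Of 1382 values for the 67 genes taken by the naming rule or added, FPT2 apart, for producers against non-producers, 1325 kept the direction. With quantile normalization, the log2 difference turned to CHIL 0.0028, RCA -0.047 and LHCB4.1 -0.058. With median centring, the log2 difference turned to CHIL 0.052. With pseudocount 16, the log2 difference turned to AT2G25150 -0.013. With pseudocount 64, the log2 difference turned to AT2G25150 -0.0074. With 12 arrays with accession as random block, the log2 difference turned to ALC -0.035. With Sap and Stw left out, it turned to AT5G54010 -0.17, AT2G25150 -0.025, AT4G39110 -0.011, LHCB4.1 -0.058 and COR15A 0.19. With the ExpI arrays alone for Col-0 and C24, the log2 difference turned to CHIL 0.046 and AT4G39110 -0.12. With the ExpII arrays alone for Col-0 and C24, the log2 difference turned to ANX2 0.047, SPT -0.0062, ALC -0.080, RCA -0.013 and LHCB4.1 -0.016. Without 1 accession in turn, the direction turned for CHIL -0.47 to 0.26, SDT -0.46 to 0.16, ALC -0.095 to 0.094, RCA -0.092 to 0.062, LHCB4.1 -0.059 to 0.065, AT4G39110 -0.13 to 0.28, SAG101 -0.098 to 0.19, SHT -0.36 to 0.097, ANX2 -0.45 to 0.064, SPT -0.033 to 0.080, AT2G25150 -0.32 to 0.39 and UGT84A4 -0.00094 to 0.19.

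Of 818 values for the 69 genes taken by the naming rule or added, FPT2 apart, for C24 against Col-0, 795 kept the direction. With quantile normalization, the log2 difference turned to SPT 0.0033. Without 1 array in turn, the direction turned for UGT84A4 -0.067 to 0.54, UGT74B1 -0.26 to 0.33, HYH -0.92 to 2.17, AT5G07230 -0.29 to 0.42, CHIL -1.01 to 0.084, AT4G14090 -1.74 to 0.99, AT2G25150 -0.59 to 0.11, SPT -0.14 to 0.074, GI -0.23 to 0.35, AOP3 -0.19 to 1.78, ANX2 -1.42 to 0.27, LHCB4.1 -0.049 to 0.28, BAN -0.18 to 2.32, PDF1.2 -0.47 to 1.93, AT4G39110 -0.24 to 1.07, ALC -0.66 to 0.085, AT1G53540 -2.19 to 0.037 and COR47 -0.25 to 0.75.

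Genes with a signal near that of the bacterial controls (up to 9.6) are limited by background, and their differences depend on the pseudocount.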

Differences from the paper's values

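The paper finds 2 genes markedly altered in the mQTL region, and 1, FPT2, met the criteria used here. The paper's text names no threshold for this count. The number was 1 in each alternative set before the data were examined except the omission of Sap and Stw, where it was 0, so no alternative gave the paper's 2. FPT1, the other gene of the paper, has no probe set named for it and was not analysed here.

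The paper states that a number of genes differed significantly between producing and non-producing accessions. In limma 0 probe sets passed an adjusted p of 0.05 and 849 had an unadjusted p under 0.05. Over the alternatives 0 to 2 passed, with FPT2 and AT1G50570 among them. The paper's text names no test or threshold for its statement.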

Other observations

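The actin controls of the array set the accessions apart in a way that crosses the groups. The probe set at the 3′ end of actin had 136.6 in Cvi, 193.1 in Da, 217.5 in Sap and 247.1 in C24, and 1272, 1376.5, 1308, 1216, 1351 and 1258 in Col-0, Ler, RLD, Rsch, Stw and Ws. Of the 2 probe sets at the 5′ end, 1 had 91.5 to 117.2 over the 10 accessions and the other 447.3 in Sap to 975.5 in RLD.

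AT2G25450, on the list of aliphatic glucosinolate synthesis and inside the mQTL region, ranged from 3.10 in Da to 397.6 in RLD, with 308.7 in Sap. FPT2 by the allele types of the paper had 28.9 and 89.8 in the type II accessions Sap and Ler. Between C24 and Col-0, camera gave the list of the general phenylpropanoid pathway an adjusted p of 0.0643 (0.652 with an estimated correlation), with HCT at 289 in C24 and 210.6 in Col-0. Of the 23 lists, 4 have no measured member, and lists with fewer than 3 were not tested as sets.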
